A study of Equus caballus with 16 samples. Its data were reported in "Effect of β-hydroxy-β-methylbutyrate on miRNA expression in differentiating equine satellite cells exposed to hydrogen peroxide" (2018).

How the data were processed

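MicroRNA levels were measured in 16 samples of differentiating equine satellite cells, 8 incubated with HMB and 8 controls (CTRL), each hybridised to 1 array of a custom 1-colour Agilent design. Groups and replicate numbers were taken from the sample titles. The source name of CTRL 1 names replicate 8, and the series text speaks of 4 replicates per group, so which culture lies on CTRL 8 rests on the titles. The label text on treatment is identical for every sample, so the group rests on the sample titles. Per the file headers, the authors read the scans with Agilent Feature Extraction 10.10.1.1, and the values of each spot are intensity on a linear scale with the background already subtracted within the array and no scaling between arrays. The methods of the study name another version of that program. The deposited value table holds the same intensity for each spot, with a largest difference of 0 from the scanner files, so its scale is linear and it is neither centred nor turned in direction. Its column medians ran from 1.12 to 1.82 on 15 arrays and stood at 0.57 on CTRL 8. The total gene signal of the software, a sum over the probes of a miRNA, was used as an alternative. Per the file headers it is set to 0.1 where the software calls a miRNA not detected.

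Each array held 15035 spots, of which 14320 were not controls. These covered 358 equine miRNAs with 816 probes, in 10 to 20 spots per probe. Control spots and spots called outliers by the software were left out, and the remaining spots of a probe were averaged. A probe was taken as detected on an array where at least 0.5 of its spots were well above background, which the software defines as 13 times the error. Under this rule 30.3% to 32.8% of probes were detected on 15 arrays and 10.9% on CTRL 8. Signals were divided by each array's 75th percentile over the 88 probes detected on all 16 arrays, raised to a common floor of 7.17 where lower, and log2-transformed. The floor was 8.38 without CTRL 8. Each miRNA was represented by its brightest probe over all arrays, chosen without regard to group. Detection on at least 4 arrays of at least 1 group was required, which left 138 miRNAs for testing, 45 of them detected on all 16 arrays. Names, probe sequences and positions are those of the array design. Its header names the EquCab1 build, and the positions were not checked against a genome.

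HMB was compared with CTRL by limma 3.58.1 (lmFit and eBayes, two-sided) in R 4.3.3 with data.table version 1.17.8. P-values were adjusted by Benjamini-Hochberg over all tested miRNAs. A miRNA was called changed at an adjusted p of at most 0.05 and a fold change of at least 1.3, the thresholds of the study. Lists of miRNAs were tested with camera against all other tested miRNAs, with a preset correlation of 0.01 and adjustment over the 11 lists with at least 3 tested members. The lists were muscle-enriched miRNAs, NF-kB and inflammation-responsive miRNAs, the pair miR-221 and miR-222, the X-linked clusters of miR-424, miR-503, miR-542 and miR-450 and of miR-532, miR-362 and miR-660, the miR-17/92 cluster with its paralogs, the let-7, miR-30 and miR-29 families, p53- and hypoxia-responsive miRNAs, the imprinted DLK1-DIO3 cluster, markers of fibroblasts and smooth muscle, of blood cells, of endothelium, of epithelium and of neural, liver and islet cells, and the miRNAs that the study listed. The named miRNAs were the largest changes past both thresholds, every tested member of the muscle-enriched and NF-kB lists, up to 4 tested members with the largest change of every other list, and any miRNA detected on all arrays of one group and on none of the other. The groups, the main test, the lists and the naming rule were fixed before the data were examined, knowing the published list. Setting CTRL 8 aside in the list tests, and in combination with other settings, was decided after its signal was seen. Exact permutation tests, two-sided, were used for probe signals near the detection limit and adjusted over all 358 miRNAs, a test added after the values were seen. Where a miRNA was not above background on any array of a group, its fold was given as a bound, from the bright group's mean over the lowest signal well above background on each array of the dim group.

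The whole path was tested on simulated data. With all arrays at normal signal, 43% of miRNAs changed 1.3-fold and 95% of those changed 1.5-fold were called, with 0.19% false calls. With the real spots of CTRL 8 kept as 1 CTRL array and the others simulated, these shares were 24% and 38%, with 6.2% false calls. These shares reflect the whole profile of CTRL 8, not only its weak signal. A list lowered 1.3-fold was found in 100% of simulations. These drew each miRNA independently, with the spread of the arrays other than CTRL 8. They do not show how often such a list is found with CTRL 8 included or with correlated members. The number of arrays limits the precision of each value. The alternatives covered scaling between arrays, background correction, the handling of several probes, the signal column, the floor, the filter, outlier spots, the replicate number and the array's row on its slide as a block, GC content, the methods' t-test, the thresholds, array weights and each array left out in turn. The replicate numbers did not pair the samples, as the correlation between same-numbered arrays ran from -0.21 to 0.32 and was the highest of its kind for 2 of 8 pairs, so the main comparison was unpaired. The mRNA arrays of the study were not used here.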

Results

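MicroRNAs (miRNAs) are short RNAs that repress messenger RNAs. Their levels were measured in equine satellite cells, the stem cells of skeletal muscle, on day 3 of differentiation. Cultures were incubated for 24 h with 50 µM HMB, a leucine metabolite given as a feed supplement, or without it (CTRL). Both groups received 3 mM hydrogen peroxide in the last 1 h. Each group had 8 arrays, and cultures without hydrogen peroxide were not analysed here. The labels call the samples biological replicates, while the methods of the study describe the selection of a single culture, so the p-values may measure the spread among cultures of 1 horse. HMB arrays lay on 1 slide and CTRL arrays on the other, so slide and group cannot be told apart.

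Signal was even on 15 arrays and low on CTRL 8. Spots well above background numbered 4685 to 5093 on the HMB arrays, 4747 to 5033 on CTRL 1 to 7, and 1628 on CTRL 8. The software detected 137 to 147 miRNAs on the 15 arrays and 62 on CTRL 8. Summed signal was 82213 on CTRL 8, against 1315451 to 2353538 on the others. The log2 values of CTRL 8 correlated with those of the other arrays at 0.57 to 0.62, while the other 15 correlated with one another at 0.982 to 0.9996. No spot was saturated. The planned comparison uses all 16 arrays, and CTRL 8 is left out in a second one.

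**Figure D1:**
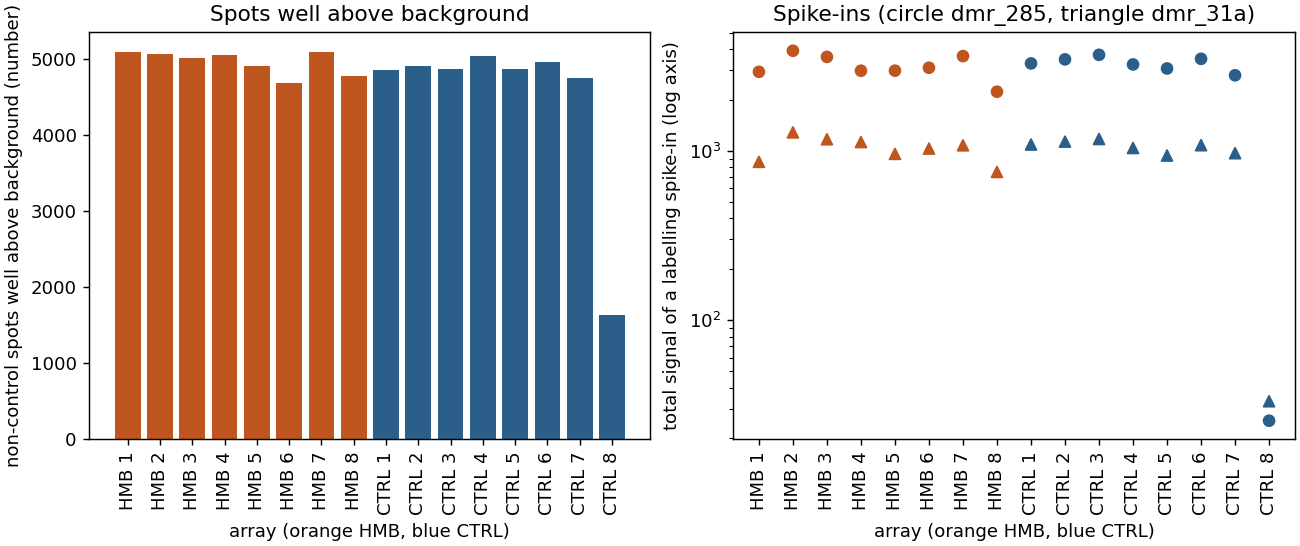
Signal of the 16 arrays. The left panel shows the number of non-control spots well above background per array, and the right panel the total signal of both labelling spike-ins on a log axis, with CTRL 8 (1628 spots) below every other array.

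The comparison of HMB with CTRL asked which miRNAs differ when cells are incubated with HMB before oxidative stress. miR-146b-5p, a feedback inhibitor of NF-kB signalling, rose 2.54-fold with HMB. miR-221, miR-155, a miRNA of immune activation, and miR-10b, located in a HOX gene cluster, rose 1.5-, 1.44- and 1.39-fold. The muscle-enriched miR-486-5p and miR-206 were 2.86- and 1.73-fold lower with HMB, or 2.10- and 1.61-fold lower without CTRL 8. miR-149 was 1.85-fold lower and miR-128 1.54-fold lower. miR-542-5p, miR-542-3p and miR-450a, which lie together on the X chromosome, were 1.54-, 1.44- and 1.42-fold lower, and miR-324-5p 1.38-fold lower.

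In total 12 of 138 tested miRNAs changed with all 16 arrays (limma), 4 higher and 8 lower. By adjusted p alone 14 passed, and 36 had an unadjusted p under 0.05. Without CTRL 8 the count was 27, with 12 higher and 15 lower, and all 12 earlier calls were kept in the same direction. The 15 calls gained were miR-1, miR-101, miR-133a, miR-133b, miR-193a-3p, miR-193a-5p, miR-199b-5p, miR-204b, miR-208b, miR-222, miR-29b, miR-29c, miR-331, miR-450c and miR-532-3p. The median standard error of the log2 change was 0.22 with CTRL 8 and 0.044 without it. With the row of the array on its slide as a block 12 miRNAs changed. Within row 1 the count was 25, and within row 2, which holds CTRL 8, it was 2, or 26 without that array. The split into higher and lower depended on scaling. It was 10 and 3 with the 75th percentile of all probes, 6 and 4 with quantile normalization, 9 and 10 with cyclic loess, 4 and 4 with the median of detected probes, and 1 and 5 with normexp background correction. These settings moved the median log2 change of all tested miRNAs to 0.22 for all probes, 0.14 for the median and -0.35 for normexp. It moved to 0.35 with no scaling and to 0.30 with the total gene signal.

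On the log2 scale miR-146b-5p averaged 4.34 ± 0.18 in HMB and 2.99 ± 0.16 in CTRL (SD, n = 8 each). The change was 1.35 ± 0.095 (SE) with a limma adjusted p of 2.75e-08, and all 8 HMB arrays lay above CTRL 1 to 7. Its probe (AGCCTATGGAATTCAGTTC) is listed on chromosome 1 from 27716558 to 27716575. miR-149, on chromosome 6 from 25975950 to 25975966, fell by 0.88 ± 0.076 (SE), with a limma adjusted p of 2.54e-07. Its probe was not detected on CTRL 8, and without that array the change was -0.80 ± 0.037 (SE). Among the called miRNAs only miR-221, miR-486-5p, miR-206 and miR-128 were detected on CTRL 8. The changes of the others with all arrays therefore include a value from an undetected probe. miR-206 averaged 10.09 ± 0.14 in HMB and 10.88 ± 0.17 in CTRL (SD, n = 8 each) and fell by 0.79 ± 0.090, with a limma adjusted p of 8.03e-06. It is listed on chromosome 20 from 49820645 to 49820659. miR-486-5p, on chromosome 27 from 3709581 to 3709593, fell by 1.52 ± 0.38 with all arrays (adjusted p of 0.0139) and by 1.07 ± 0.059 without CTRL 8. For the other called miRNAs the adjusted p ran from 0.000114 for miR-450a to 0.0331 for miR-10b. miR-128 was at 0.044 with no scaling, and with normexp miR-146b-5p, miR-155 and miR-10b were at -0.17, -0.26 and -0.20, none of which passed the test. With the total gene signal miR-450a and miR-324-5p were at 0.070 and 0.065 and did not pass. The size of 2 called changes depends on the floor. miR-146b-5p was at the floor on 3 CTRL arrays, and at 1.56 with a lower floor. miR-542-5p was at the floor on 4 HMB arrays and on CTRL 8, and at -0.24 with that lower floor, where it did not pass. Its call was lost in 11 of 50 settings, while without CTRL 8, with 1 HMB array at the floor, it fell by 0.69. The calls of miR-10b and miR-324-5p were lost more often, in 23 and 15 of 51 settings. For miR-10b these included leaving out any of HMB 1 to 5, 7 and 8, or CTRL 3 or CTRL 7. A second detected probe was present for 11 of the 12 called miRNAs, and all 11 moved in the same direction. With CTRL 8 left out of the scaling, HMB arrays lay fully apart from CTRL 1 to 7 for each called miRNA except miR-221 and miR-155, for which 7 of 8 HMB arrays did. With all 16 arrays in the scaling these also lay fully apart.

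**Figure D2:**
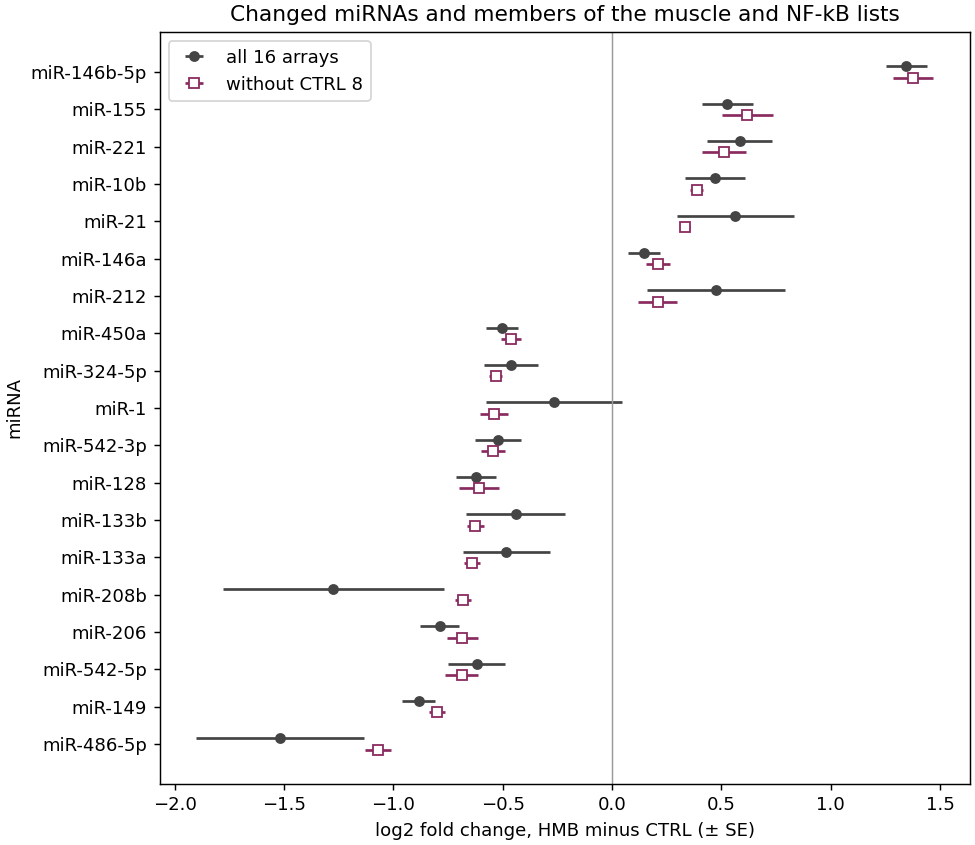
Log2 fold change (HMB minus CTRL) of changed miRNAs and of tested members of the muscle-enriched and NF-kB lists, with all 16 arrays (filled points) and without CTRL 8 (open squares), with bars for the SE. The bars of miR-208b, miR-133a and miR-1 narrow when CTRL 8 is left out, while miR-146b-5p stays at 1.35 and 1.38.

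Muscle-enriched miRNAs (myomiRs), which are induced during myogenic differentiation or mark muscle fibres, were lower with HMB as a list. The study had already listed all 6 tested members as lower on these samples, so the list test is not independent evidence. Of these 6, miR-206 and miR-486-5p fell. miR-208b was at -1.27 ± 0.50 (SE), miR-133a at -0.48 ± 0.20, miR-133b at -0.44 ± 0.23 and miR-1 at -0.26 ± 0.31, none of which passed over all tested miRNAs. Adjusted over the list alone 4 members fell. The list shift had an adjusted p of 0.00602 (camera), or an adjusted p of 0.023 with an estimated correlation. Without CTRL 8 all 6 members fell, with miR-208b at -0.68 ± 0.037, miR-133a at -0.64 ± 0.036, miR-133b at -0.62 ± 0.039 and miR-1 at -0.54 ± 0.062. The adjusted p of the list was then 0.000297, or an adjusted p of 0.0519 with an estimated correlation. The list's direction held in each scaling tried, although with no scaling miR-1, miR-133a and miR-133b were themselves at 0.34, 0.18 and 0.23. It also held with the row as a block (0.00559), within row 1 (0.00031) and within row 2 (0.031).

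**Figure D3:**
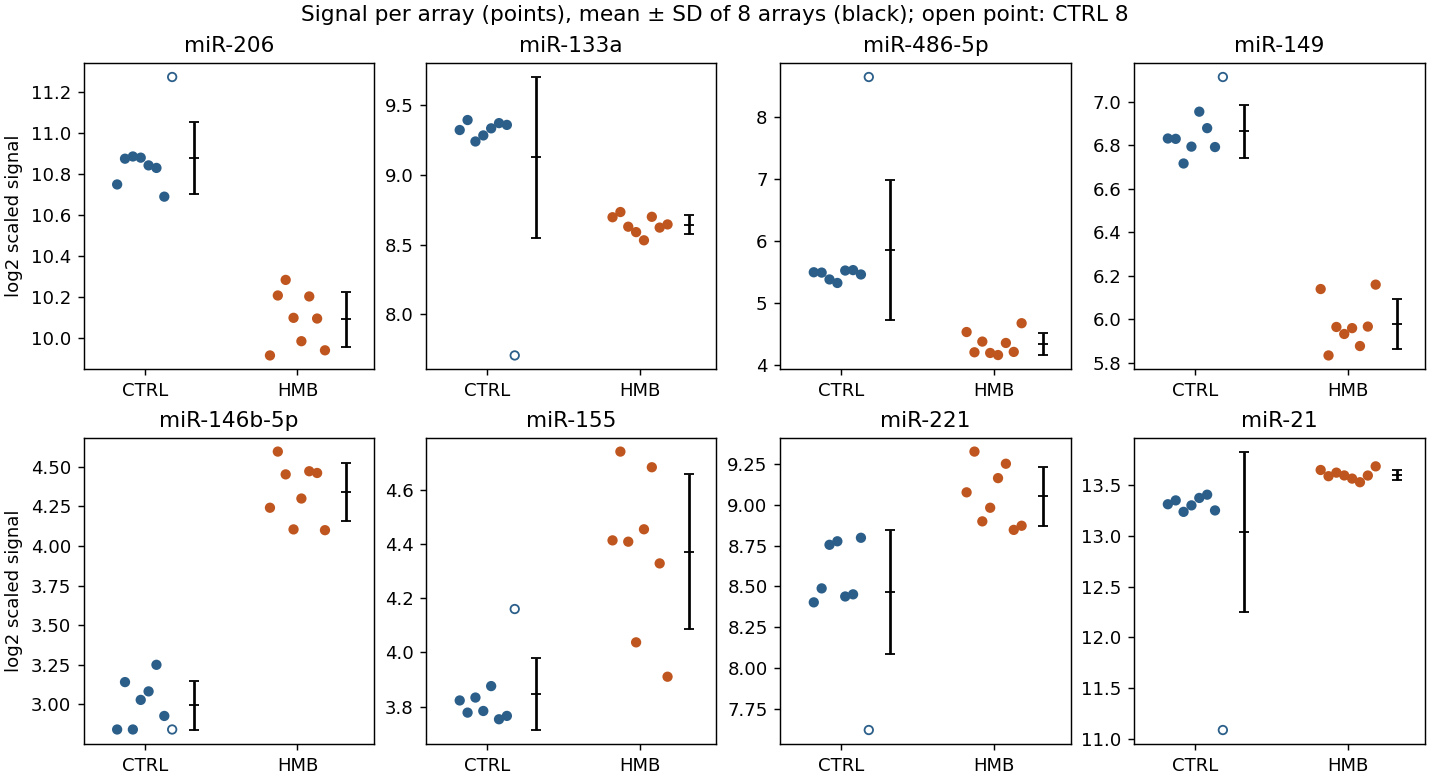
Log2 scaled signal of named miRNAs on each array (points, CTRL 8 open), with the mean and SD of the 8 arrays of each group in black. CTRL 8 lies apart from CTRL 1 to 7 for miR-486-5p (8.65 against 5.33 to 5.54) and miR-133a (7.70 against 9.24 to 9.39).

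NF-kB and inflammation-responsive miRNAs were higher with HMB as a list in each scaling tried. The list was not tested with normexp background correction, which put miR-146b-5p, miR-155, miR-146a and miR-212 at -0.17, -0.26, -0.31 and -0.27. Of 5 tested members, miR-146b-5p and miR-155 rose, and these were also the 2 that rose adjusted over the list alone. The study had listed both, and miR-146a, as higher on these samples, so the list test is not independent of that result. miR-21, a miRNA of many stress and growth responses, was at 0.56 ± 0.27 (SE), and miR-212 at 0.48 ± 0.32, and these did not pass. Without CTRL 8 miR-21 was at 0.33 ± 0.023, below the 1.3-fold minimum, and miR-212 at 0.21 ± 0.088. miR-146a was not above background on any CTRL array, so its fitted change of 0.15 is set by the floor and says little of its size. The list had an adjusted p of 0.00118, or an adjusted p of 0.023 with an estimated correlation. Without CTRL 8 these were an adjusted p of 0.00924 and an adjusted p of 0.0519 with an estimated correlation. The adjusted p was 0.00143 with the row as a block, 0.00582 within row 1 and 0.017 within row 2. miR-221 and miR-222, which repress the cell cycle inhibitor p27, were too few for a list test. miR-221 rose, miR-222 was at 0.49 ± 0.21, and both rose adjusted over the list alone. Without CTRL 8 miR-222 rose by 0.72 ± 0.14.

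The X-linked cluster of miR-424, miR-503, miR-542 and miR-450 was lower with HMB, with its member miR-450a at 0.070 in the total gene signal. Of its 6 tested members miR-542-5p, miR-542-3p and miR-450a fell, over all tested miRNAs and adjusted over the list alone. The study had listed these and miR-450c as lower on these samples, so this list test is not independent evidence either. The list had an adjusted p of 0.040, but an adjusted p of 0.441 with an estimated correlation. The call was lost in 10 of 15 alternatives, among them within row 2 (0.188), while it held with the row as a block (0.0437) and within row 1 (0.0141). Without CTRL 8 miR-450c, whose probe the array design also lists as miR-451a, fell by 0.53 ± 0.055, and the adjusted p was 0.0174, but an adjusted p of 0.296 with an estimated correlation.

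No other list passed the test with all arrays. In the X-linked cluster of miR-532, miR-362 and miR-660, 0 of 8 tested members changed (adjusted p of 0.127). miR-188-5p was at -0.46 ± 0.45, miR-502-3p at -0.38 ± 0.14, miR-500 at -0.29 ± 0.063 and miR-532-5p at -0.26 ± 0.10. Without CTRL 8 these were at 0.03, -0.20, -0.23 and -0.30, so that miR-188-5p changed sign. Among 3 miR-29 family members, which target extracellular matrix genes, miR-29b was at 0.72 ± 0.35, miR-29c at 0.70 ± 0.31 and miR-29a at 0.49 ± 0.19 (adjusted p of 0.106). Without CTRL 8 both lists passed, with an adjusted p of 0.00924 for the miR-532 cluster and 0.0226 for miR-29, but an adjusted p of 0.159 and of 0.296 with an estimated correlation. miR-29b and miR-29c then rose by 0.40 and 0.42, miR-29a was at 0.35, and miR-532-3p fell. Both lists also passed within row 1 (0.0134 and 0.0219), but not with the row as a block (0.122 and 0.0976) or within row 2 (0.271 and 0.125), where CTRL 8 lies and without which both passed (0.0132 and 0.018). The miR-17/92 cluster with its paralogs had 0 changed of 10 tested members (0.395), and miR-92a was at -0.50 ± 0.38, miR-19a at 0.37 ± 0.33, miR-19b at 0.36 ± 0.27 and miR-106b at 0.34 ± 0.28. Without CTRL 8 these shrank to -0.06, 0.07, 0.12 and 0.10 (list adjusted p of 0.886). The let-7 family had 0 of 7 (0.533), and let-7g was at 0.43 ± 0.26, let-7e at 0.31 ± 0.21, miR-98 at -0.22 ± 0.094 and let-7f at 0.18 ± 0.31. Without CTRL 8 these were at 0.21, 0.15, -0.19 and -0.09 (0.977), a change of sign for let-7f. The miR-30 family had 0 of 4 (0.528), and miR-30b was at 0.54 ± 0.44, miR-30d at -0.34 ± 0.31, miR-30e at -0.31 ± 0.12 and miR-30c at -0.19 ± 0.21. Without CTRL 8 these were at 0.12, 0.02, -0.16 and -0.36 (0.656), a change of sign for miR-30d. In the DLK1-DIO3 cluster 3 of 44 members were tested and none changed (0.324), with miR-134 at -0.46 ± 0.45, miR-494 at -0.45 ± 0.16 and miR-487b at -0.23 ± 0.30, while 1 fell adjusted over the list alone. Without CTRL 8 miR-134 and miR-487b changed sign, to 0.05 and 0.11, and miR-494 was at -0.28 (0.977). The p53- and hypoxia-responsive list had 1 tested member, miR-34a, at 0.03 ± 0.14, or at -0.05 without CTRL 8. For the other lists of this paragraph 0 members changed adjusted over the list alone with all arrays. For the miR-17/92 cluster and the DLK1-DIO3 cluster the median, the mean and the test differed in sign without CTRL 8.

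Markers of other cell types were examined in the same way. Of 6 tested fibroblast and smooth muscle-enriched miRNAs 0 changed (adjusted p of 0.207), over all tested miRNAs and adjusted over the list alone. miR-143 was at 0.58 ± 0.58, miR-199b-5p at 0.55 ± 0.20, miR-199a-3p at 0.52 ± 0.30 and miR-145 at -0.37 ± 0.27. Without CTRL 8, which was at the floor for miR-143, miR-143 was at 0.03, miR-199a-3p at 0.25 and miR-145 at -0.07. miR-199b-5p then rose by 0.40 ± 0.070, and the list had an adjusted p of 0.118. Blood cell, endothelial, epithelial, and neural, liver and islet lists had 0 members detected well enough to be tested.

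Of the 27 miRNAs that the study listed, 25 could be tested, and 11 changed with all arrays, 3 higher and 8 lower. Adjusted over the list alone 4 were higher and 10 lower. The study chose this list on these samples, so it is not independent evidence. The list had an adjusted p of 0.106, or an adjusted p of 0.441 with an estimated correlation. Without CTRL 8 the number that changed was 22, 7 higher and 15 lower, and miR-146a, miR-30c and miR-374b were the 3 tested but not called (list adjusted p of 0.00504, or an adjusted p of 0.0968 with an estimated correlation). Outside the list miR-10b changed with all arrays, and miR-193a-5p, miR-199b-5p, miR-29b and miR-29c as well without CTRL 8.

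Which miRNAs appeared in one group only was asked next. No miRNA was detected on all 8 arrays of one group and on 0 of the other. miR-146a came nearest, with detection on 6 HMB arrays and 0 CTRL arrays. It was not above background in CTRL and was at least 1.09-fold higher with HMB without CTRL 8, with no bound when CTRL 8 was included. Counting any spot above background gave 1 miRNA, miR-146a, and the software's own call gave miR-146a with all arrays and miR-142-3p, miR-146a and miR-675 without CTRL 8. The last 3, which include the blood cell marker miR-142-3p and the H19-derived miR-675, were singled out after their values were seen. Scaled probe signals on the linear scale, without a floor, were compared for them between HMB and CTRL 1 to 7. miR-146a averaged 9.74 ± 1.03 in HMB (SD, n = 8) and -0.44 ± 0.65 in CTRL (SD, n = 7). miR-142-3p averaged 3.99 ± 0.25 and 7.00 ± 0.51, and miR-675 averaged 3.07 ± 0.63 and 7.02 ± 0.88. By the rule used here neither was detected on any array of either group, so no fold is given. All 8 HMB arrays lay outside the range of CTRL 1 to 7 in each case. The exact permutation p was 0.000155 for each (two-sided, the smallest that 6435 splits allow), or 0.00139 adjusted over all 358 miRNAs, 40 of which reached that smallest p. Negative control probes averaged 0.45 to 1.87 on the same scale.

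**Figure D4:**
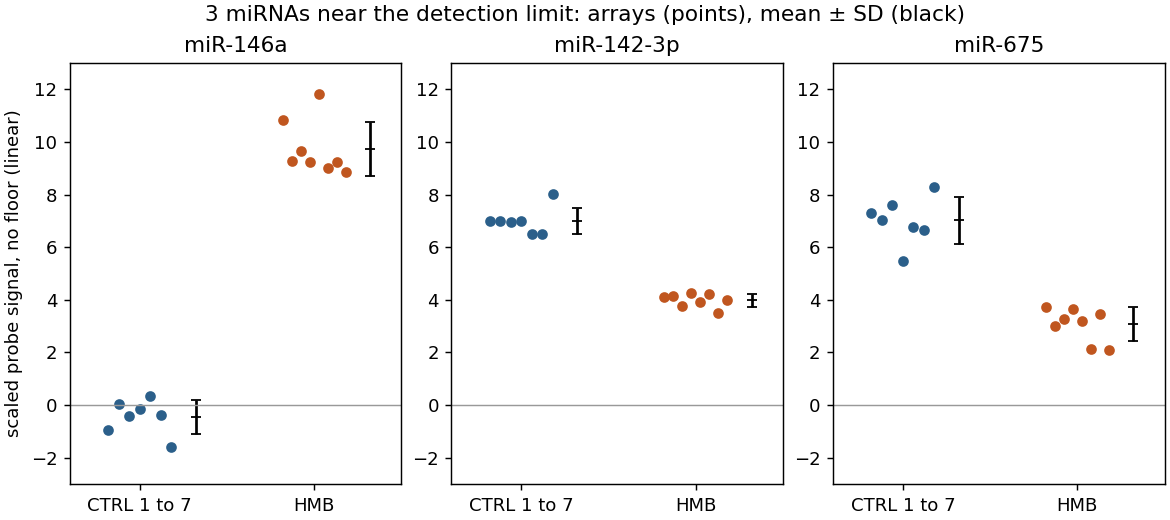
Scaled, background-subtracted probe signal (linear scale, no floor) of miR-146a, miR-142-3p and miR-675 on HMB arrays and CTRL 1 to 7 (points), with the group mean and SD in black. The HMB arrays lie between 8.87 and 11.8 for miR-146a, between 3.51 and 4.25 for miR-142-3p and between 2.11 and 3.74 for miR-675.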

Values the study reported

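The study reported 27 miRNAs with a changed level. It gave a fold change of 120.92 for miR-146a, 2.68 for miR-146b-5p and 105.23 for miR-142-3p.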

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

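The tests of the labelling spike-ins and the spot number of CTRL 8 and of the value written for undetected miRNAs were chosen after the results were seen. The tests that leave out CTRL 8 were chosen after its weak signal was seen, though before their own results, and the others were set before.

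CTRL 8 lay far from the other CTRL arrays for 40 named miRNAs. Its distance to the nearest CTRL array took up most of the group's whole range, a position in which chance puts about 1 in 20 groups, and 106 groups were examined. Among miRNAs detected on it, it was above CTRL 1 to 7 for miR-486-5p (8.65), miR-206 (11.27), miR-208b (9.69), miR-222 (8.64), miR-188-5p (9.59), miR-92a (8.39), miR-30d (9.54), miR-30e (7.61), miR-134 (7.43), miR-494 (10.95), miR-487b (8.00) and miR-145 (8.18). It was below them for miR-221 (7.62), miR-128 (7.77), miR-133a (7.70), miR-133b (9.19), miR-21 (11.08), let-7f (7.73), miR-29a (8.12) and miR-199a-3p (7.71). The rest were not detected on CTRL 8 by the rule used here. Their values there are weak signals divided by its low scale (42.3), so they are uncertain as levels. These lay above CTRL 1 to 7 for miR-155 (4.16) and miR-502-3p (7.17), and below for miR-10b (4.04), miR-324-5p (4.01), miR-1 (6.74), miR-532-5p (5.22), miR-19a (4.52), miR-19b (6.99), miR-106b (5.51), let-7g (6.89), let-7e (5.59), miR-30c (4.70), miR-29b (6.73), miR-29c (4.74), miR-34a (4.75) and miR-199b-5p (5.76), with miR-212, miR-450c, miR-30b and miR-143 at the floor (2.84). It also held 1628 spots well above background, 62 miRNAs detected by the software, a summed signal of 82213, and labelling spike-in signals of 25.5 (dmr_285) and 33.2 (dmr_31a). HMB 6 lay apart from the other HMB arrays for miR-542-3p, at 3.00 against 3.27 to 3.51.

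The first pattern is the weak CTRL 8. Its labelling spike-ins were 127- and 32.5-fold below the median of the other 15 arrays, where a failed labelling or hybridisation needs both to be low. The hybridisation spike-ins dmr_6 and dmr_3 were 31.7- and 2.20-fold below that median, so they differed widely in size. A failed labelling or hybridisation stays open as a candidate explanation, and labelling and hybridisation were not told apart. The lowest HMB array had 2.88 times as many spots well above background as CTRL 8, so the signal was weak for an array of either group. That comparison restates the weak signal and cannot test whether an HMB sample lay under a wrong label. Which group the sample came from was tested on 8 miRNAs detected on every array, and CTRL 8 was closer to the CTRL mean on 5 of them (62.5%), which does not decide it, since its median distance to the CTRL mean (1.54) exceeded that between the groups (0.68). No biological explanation was tested, since the labels give none for this array.

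The second pattern is the group difference, with HMB and CTRL on separate slides. A GC-dependent difference was argued against by 24 of 27 calls that held in the same direction after each array's trend on GC was removed (88.9%). miR-199b-5p, miR-29b and miR-29c went from 0.40 ± 0.070, 0.40 ± 0.054 and 0.42 ± 0.043 to 0.35 ± 0.070, 0.36 ± 0.053 and 0.38 ± 0.050 (log2, SE), and their calls ended because the fold fell under the 1.3 minimum. A difference in the printing of single probes was argued against by second probes, all 24 of which moved with the first (100%). Both probes bind the same miRNA, so a slide difference acting on that miRNA would move both and was not tested this way. On the arrays, a slide-wide difference on single miRNAs cannot be told apart from an effect of HMB, since each slide held 1 group. The biological explanation stays open as untested here. The paper also measured some miRNAs by RT-qPCR, a PCR method that does not use the slides. It reports significant differences there in the direction of its arrays, higher for miR-222, miR-146b-5p, miR-204b and miR-146a and lower for miR-675 and miR-208b. Those measurements were not re-analysed here, and the paper reports none for the other miRNAs called here.

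For the count of changed miRNAs, 1 of 100 splits of the 16 arrays gave as many as the real 12, which was the real split itself, and the highest of the others was 0. A random grouping of the arrays is therefore unlikely to give this count, though only 100 splits were drawn. Single calls can still be false, as 6.2% of unchanged miRNAs were called in the simulation that held CTRL 8. Without CTRL 8, 1 of 100 splits gave as many as the real 27, and the highest of the others was 16, from a split that kept 7 of the 8 HMB arrays together. A random grouping is unlikely to give that count either. For the lists, 3 of 100 splits gave as many as the real 3, with the real split among them, and the highest of the others was 3. This share was under the level set beforehand. Other splits reached the same number, however, so chance is made less likely for it but is not excluded. Without CTRL 8, 7 of 100 splits gave as many as the real 6, with 6 as the highest of the others, so chance cannot be excluded for the number of shifted lists.

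The third pattern is the size of the folds for miRNAs near the detection limit, among them miR-142-3p and miR-675, with differences of -3.01 and -3.95 in scaled probe intensity (HMB minus CTRL 1 to 7). In the total gene signal the same comparison gave 97.1- and 89.8-fold, with the HMB side at the written 0.1 on each array. HMB probe signals were above every negative control probe on 8 and 7 of the 8 arrays. By the lower 95% limit of their mean above the highest such probe, they allow folds of up to 3.92 and 12.6 on that signal. The far larger folds have the written 0.1 on the HMB side. Their size is therefore set by that value, not by a measured HMB level. For miR-146a, with CTRL at the written value, the total gene signal gave 131-fold, and the bound on it, the HMB mean over the lowest signal of a detected miRNA on CTRL 1 to 7, was at least 3.16-fold. Its CTRL probe signal averaged -0.44 and was above every negative control probe on 0 of 7 arrays, so a large fold cannot be told apart from the effect of the written value.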

How the results depend on the processing

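Array weights, each pair of settings that includes leaving out CTRL 8, CTRL 8 left out of the list tests, the row in the list tests, the total gene signal with the methods' t-test and the software's detection call were chosen after seeing the data, and the rest were planned. With all arrays the 12 changed miRNAs became 19 with cyclic loess, 3 with no scaling, 6 with normexp, 4 with only miRNAs detected on all 16 arrays (45 tested, a smaller number by construction), 7 with the replicate block, 25 in row 1, 2 in row 2, 2 at a fold of at least 2 and 28 with array weights. Leaving out 1 array at a time gave 11 to 27, with 27 without CTRL 8 and 11 to 12 otherwise. With CTRL 8 left out the count was 31 with the 75th percentile of all probes, 27 with the median, 23 with quantile normalization, 28 with no scaling, 29 with the total gene signal and the methods' t-test, 23 with only miRNAs detected on all arrays, 27 with the replicate block, 24 with GC correction, 27 with the row block and 26 in row 2. The other settings, with or without CTRL 8, gave 8 to 17. The methods' t-test gave 12, and the replicate block with GC correction 12.

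Signs turned with no scaling for miR-128 (0.044), with normexp for miR-146b-5p (-0.17), miR-155 (-0.26) and miR-10b (-0.20), and with the total gene signal, by limma or by the methods' t-test, for miR-450a (0.070) and miR-324-5p (0.065). The cause was not tested. All of these values include CTRL 8, and with normexp miR-146b-5p, miR-155 and miR-10b still lost their calls without it. Of 460 values of called miRNAs with CTRL 8 kept, 370 kept their call, 82 lost it and 8 changed sign. With CTRL 8 left out 139 of 153 kept it, 14 lost it and 0 changed sign. Uncalled miRNAs gained a call in 42 and 109 cases. They changed sign without a call in 50 and 83 cases, which were not counted as turned.

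Of the 3 lists that shifted, 1 did with only miRNAs detected on all 16 arrays, where fewer lists could be tested. The number was 6 without CTRL 8, 6 in row 1, 6 in row 2 without CTRL 8 and 0 with an estimated correlation without CTRL 8. The count of miRNAs in one group only was 0, and 1 with any spot above background or with the software's call. Signal over background also limits these results, as 93 of the 138 tested miRNAs were not detected on every array, and 88 probes were detected on all 16 arrays against 243 on the 15 without CTRL 8.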

Other observations

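The values for all 16 arrays were set before the data were seen in the following test, and those without CTRL 8, with the joint reading of both, were added after the result was seen, as was the test without the farthest hairpins.

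The 5p and 3p arms of 1 hairpin come from the same precursor, and a shared group difference was tested over 12 hairpins with both arms tested, such as miR-542 and miR-532. With all 16 arrays the arms' log2 changes correlated at r = 0.16 and rho = 0.20 (permutation p of 0.313, one-sided, adjusted p of 0.313 over both settings), and 7 of 12 hairpins had arms of the same sign. Without CTRL 8 r was 0.73 and rho 0.60 (permutation p of 0.00335, adjusted p of 0.0067), and 11 of 12 had the same sign. Without the 2 hairpins farthest from the median r was 0.34 (permutation p of 0.171), so the correlation did not pass the test without them. These correlations run across miRNAs, which are not independent replicates. The hypothesis that arms share the difference stays open, as both settings did not give the same answer.

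The number of changed miRNAs, at the study's thresholds, was 12 with all arrays and 27 without CTRL 8. The first is lower than the number quoted from the study above. The second is equal to it, with 22 of the listed miRNAs among the calls. The fold of miR-142-3p in the total gene signal, which rests on the written value of 0.1, was 54.8 with all 16 arrays and 97.1 with CTRL 1 to 7. Both are lower than the value quoted from the study above, but they were taken without scaling between arrays, while the study normalized its values. The fold of miR-146a on the same signal, 131 with CTRL 1 to 7, is higher than the value quoted for it.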
